A study of Homo sapiens with 6 samples.

How the data were processed

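RNA was measured in RCC4, a line grown from a human clear cell renal cell carcinoma, in 3 untreated cultures and 3 cultures exposed for 24 h to interferon gamma (IFNγ) at 1000 U/mL together with tumour necrosis factor (TNF) at 25 ng/mL. Libraries came from 500 ng of poly(A)-selected RNA and were read as native RNA molecules by direct RNA nanopore sequencing for 72 h, with a separate flow cell for each library, per the labels' protocols. Direct RNA sequencing passes the RNA strand itself through the pore from its 3′ end, without cDNA synthesis or amplification. Reads with a mean quality above 7 were used, per the series design text.

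The deposited values are read counts per gene, made with featureCounts 2.0.1 in its long-read mode, per the file headers. Exons of Ensembl release 105 on GRCh38 were summed per gene with strand-specific counting, with the same options in all 6 libraries. Neither the option that counts multi-mapping reads nor the option that counts a read for every gene it overlaps was set in the file headers. By that program's defaults, a read that touches exons of more than 1 gene on its strand is then left uncounted. The aligner is stated neither in the file headers nor in the labels. Alignment names in all 6 file headers carry the word dmso, whereas the labels describe untreated and cytokine-treated cells and no vehicle. Groups and replicate numbers were taken from the sample titles and not from these names.

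Each file lists 61541 genes. Symbols came from a table of gene names that held 61369 of these identifiers, and 142 of the 172 others took their name from GENCODE 29 (Ensembl 94, GRCh38). GENCODE 29 also gave gene type and GC content, since the files name no gene type. Of the 61541 genes, 58366 had a gene type, and these held 99.7% of all counts. Coordinates are those of the deposited files, 1-based, on GRCh38.

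Library totals ran from 3626000 to 4406296 counts, a ratio of 1.22. A count of 3, taken as the limit that a count of 0 allows, corresponded to between 0.681 and 0.827 CPM (counts scaled to a common library size) before normalisation. Such limits cover counting error alone. Replicates within a group differed by more than counting noise (chi-square per degree of freedom from 3.79 to 27.7), so every library was counted as a separate replicate.

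The design, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F test, TMM normalisation, the filterByExpr filter and Benjamini-Hochberg adjustment at a threshold of 0.05, with group as the sole term. CPM values use the TMM-normalised library sizes. Standard errors (SE) of log2 fold changes were approximated as the absolute log2 fold change divided by the square root of F. Where all libraries of a group held 3 counts or fewer, the fitted fold change depends on the prior count. It is then given as a lower bound against the level of 3 counts. This bound takes the mean CPM of the other group and does not cover the spread between that group's libraries. Tested on simulated counts for 10067 genes with 200 changed genes, edgeR recovered 186 (93%) and made 8 false calls. DESeq2 recovered 184 with 14 false calls, and limma voom recovered 186 with 1. All simulated changes were well above 2-fold, with as many rises as falls. Simulated genes varied independently, with the spread that edgeR fitted to these data. Recovery of smaller changes, and false calls under variation shared between genes, were therefore not tested.

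The 9 gene lists covered class I antigen presentation, class II antigen presentation, the immunoproteasome, the constitutive proteasome, the interferon response, the TNF and NF-kappaB response, immune checkpoint ligands, targets of hypoxia-inducible factor (HIF) and the cell cycle. Each list was tested with limma 3.58.1 camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2, with adjustment over the 9 lists. Measures with a single value per library were compared with 2-sided exact permutation tests, which cannot go below 0.1 for 3 against 3 libraries.

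Genes were named by a rule. It took, among genes past the threshold with non-overlapping groups and a mean of at least 10 CPM, the 10 with the largest rise and the 10 with the largest fall. It added the 5 genes with the smallest adjusted p in each direction, the 5 with the highest mean CPM, and members of the gene lists. Other genes are said to be chosen after their values were seen. Single values of some list members are not reported here.

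Alternatives were DESeq2 size factors, library totals without composition normalisation, 2 other filters, the replicate number as a block, DESeq2 1.42.0, limma voom, leaving out each library in turn, and for the lists camera with an estimated correlation and fry. Protein-coding genes alone, genes sharing no same-strand exon bases with another gene, per-library offsets for GC content and exonic length, and 1 surrogate variable (sva 3.50.0) were added after the data were examined. Planned tests of transcripts, transcript usage, counts by transcript type and TPM were not run, because the files hold counts per gene. The planned transcript length and number of transcripts detected were computed on genes instead. The share of counts in protein-coding genes, by the GENCODE 29 gene type, was added after the data were examined. So was the gene length without mitochondrial genes. Other steps used Python 3.11.15, pandas and scipy.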

Results

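Gene expression was measured by direct RNA nanopore sequencing in RCC4 clear cell renal carcinoma cells, with 3 untreated libraries and 3 libraries from cells exposed to IFNγ and TNF for 24 h. The comparison asks how the poly(A) transcriptome of this line differs after exposure to these inflammatory cytokines. Total counts were 3870621, 3856949 and 3957294 in untreated replicates 1, 2 and 3. In treated replicates 1, 2 and 3 they were 3806006, 4406296 and 3626000. Between 14798 and 15604 genes per library had at least 1 count, and mitochondrial genes held between 4.59% and 6.13% of counts.

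Measures with a single value per library were compared next. Untreated libraries had 15214 ± 340 genes with at least 1 count and treated libraries 15019 ± 324 (SD, n = 3 each), a difference that gave p = 0.5 in a 2-sided exact permutation test. The count-weighted exonic length of genes was 4332 ± 133 bases in untreated and 4273 ± 90.9 bases in treated libraries (SD, n = 3 each; exact permutation p = 0.6). Both differences changed sign without untreated replicate 3, to 0.333 genes and 16.5 bases. The 10 most abundant genes took 9.29% ± 0.0802 of counts in untreated and 10.7% ± 0.771 in treated libraries (SD, n = 3 each). Protein-coding genes held 92.9% ± 0.279 of counts in untreated and 93.9% ± 0.178 in treated libraries (SD, n = 3 each). For both shares, which were looked at after the data were examined, every treated library lay above every untreated one. Each gave 0.1 in the exact permutation test, the smallest value that 3 against 3 libraries allow, and 0.55 after Benjamini-Hochberg adjustment over the 11 measures of this kind. The differences, 1.36 and 1.08 percentage points, kept their direction without any 1 of the 6 libraries.

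In a principal component analysis of log2 CPM over the 10067 genes kept by the filter, the first component held 58.0% of the variance and separated the treated from the untreated libraries. A second component held 27.1% and ran across the replicates of both groups, with scores from -49.5 for untreated replicate 3 to 35.3 for untreated replicate 1. Treated replicate 1 scored 34 on it, and treated replicate 2 scored -17.9.

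**Figure D1:**
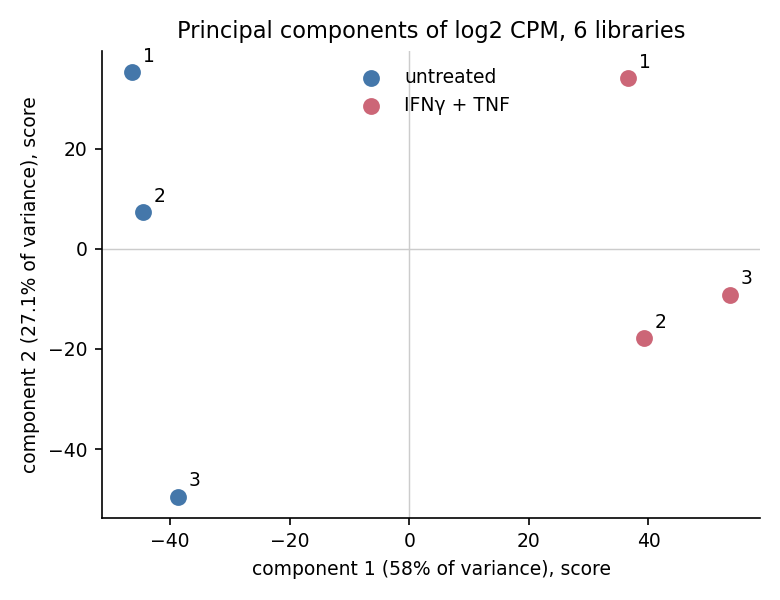
Scores of the 6 libraries on the first component (58.0% of variance, x axis) and the second component (27.1%, y axis) of log2 CPM over 10067 genes. Each point is a library, coloured by group and numbered by replicate. The groups part along the x axis, and untreated replicate 3 lies at the lower end of the y axis at -49.5.

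Of 10067 genes tested, 819 differed between the groups at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 562 higher and 257 lower in treated cells. Of these, 712 changed at least 2-fold, 501 upward and 211 downward. The alternative that moved the count of calls most was the fit with 1 surrogate variable, with 1845 genes. Scaling to library totals alone gave 849 genes with a different split, 485 higher and 364 lower. That scaling placed the median log2 fold change of all genes at -0.13, against -0.03 with TMM. Without treated replicate 3 the count was 455 genes, and without untreated replicate 2 it was 465. Groups did not overlap in CPM for 2604 genes (25.9%), where chance gives 10% for 3 against 3 libraries, and all 819 genes past the threshold were among them. By gene type, 523 of the 562 higher and 226 of the 257 lower genes were protein-coding. In 68 of the higher genes all 3 untreated libraries held 3 counts or fewer, and in 8 of the lower genes all 3 treated libraries did.

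**Figure D2:**
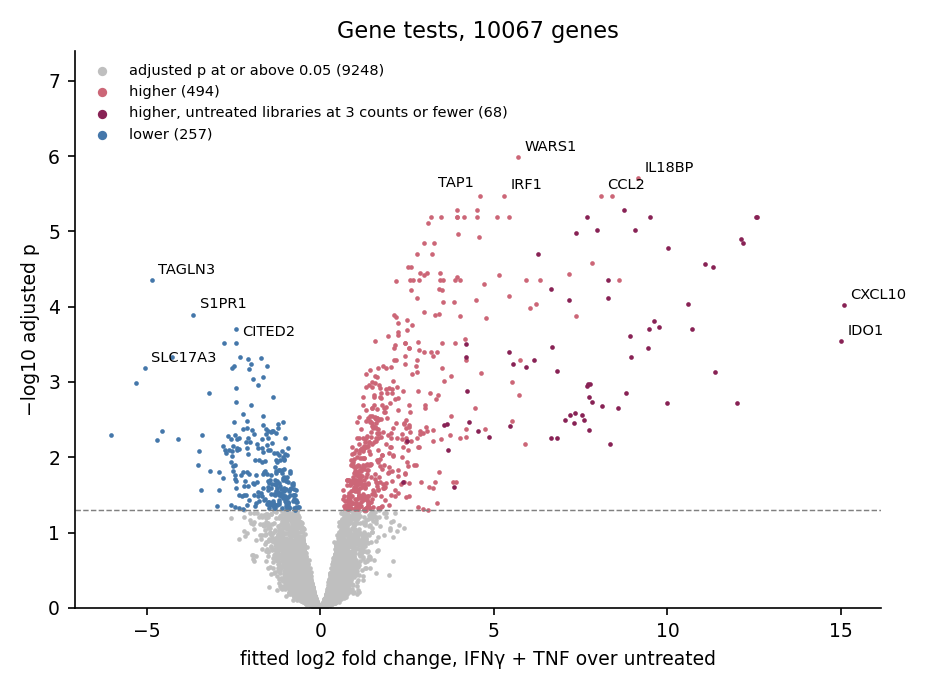
Fitted log2 fold change (x axis, treated over untreated) against −log10 of the adjusted p of edgeR's quasi-likelihood test (y axis) for 10067 genes. Colours mark the 562 higher and 257 lower genes, with the 68 whose untreated libraries held 3 counts or fewer set apart because their fitted fold change depends on the prior count. The dashed line is an adjusted p of 0.05.

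The smallest adjusted p among the rising genes belonged to WARS1 (ENSG00000140105; chromosome 14, 100333790 to 100376805), which encodes the cytosolic tryptophanyl-tRNA synthetase. It went from 53.9 ± 2.41 to 2787 ± 84.3 CPM (SD, n = 3 each), a log2 fold change of 5.69 (SE 0.17), with an adjusted p of 1.02e-06 in edgeR's quasi-likelihood test. IL18BP (ENSG00000137496; chromosome 11, 71998613 to 72005715) went from 0.56 ± 0.324 to 346.5 ± 37.8 CPM, with a log2 fold change of 9.16 (SE 0.32) and an edgeR adjusted p of 1.94e-06. CCL2, IRF1 and TAP1 followed, each at an edgeR adjusted p of 3.34e-06, a value that GBP1 shared. The chemokine gene CCL2 (chromosome 17, 34255218 to 34257203) rose from 4.07 ± 1.6 to 1100 ± 218.9 CPM, or by 8.07 on the log2 scale. IRF1 (chromosome 5, 132440440 to 132508719) rose from 33.8 ± 5.93 to 1325 ± 155.9 CPM, a log2 fold change of 5.29. TAP1, a subunit of the peptide transporter (chromosome 6, 32845209 to 32853816), rose from 72.5 ± 9.02 to 1746 ± 176.2 CPM, a log2 fold change of 4.59.

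Among genes with a mean of at least 10 CPM, all 10 with the largest fitted log2 fold changes had 0 counts in the 3 untreated libraries, so their changes are lower bounds. Their order rests on fitted values, which depend on the prior count and place genes at 0 first. Genes with counts in untreated cells exceeded several of these bounds, among them IL18BP (570.7-fold), GBP1 (336.2-fold) and CCL2 (269.2-fold), and CTSS was at least 304-fold higher. CXCL10 (ENSG00000169245; chromosome 4, 76021118 to 76023497) reached 1107 ± 538.3 CPM in treated cells (SD, n = 3), at least 1415-fold higher, with 1728, 6756 and 4596 counts in the 3 replicates. IDO1 (ENSG00000131203; chromosome 8, 39902275 to 39928790) reached 1049 ± 722.3 CPM and was at least 1342-fold higher. Its counts in treated replicates 1, 2 and 3 were 1496, 3895 and 6490, so the bound leans on replicate 3. GBP4 was at least 247.6-fold higher and APOL4 at least 243.9-fold higher. The pseudogene ENSG00000226025 (chromosome 19, 39679374 to 39686373), to which the name table gave no symbol, was at least 188-fold higher, and SLAMF8 at least 181.2-fold higher. Exons of other genes cover 35% of the 3′ bases of ENSG00000226025 on the same strand. CCL8 was at least 166.8-fold higher, with 209, 312 and 920 counts, so treated replicate 3 held most of its signal. CXCL11 was at least 106.9-fold, GBP5 at least 102.7-fold and the pseudogene GBP1P1 at least 88.0-fold higher. GBP1P1 is a pseudogene of the GBP family, so its counts could be split with those of the family. The edgeR quasi-likelihood adjusted p of these 10 genes ran from 6.44e-06 for GBP4 to 0.00188 for CCL8.

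Among falling genes, TAGLN3 (ENSG00000144834; chromosome 3, 111998739 to 112013887) had the smallest adjusted p, 4.39e-05 in edgeR's quasi-likelihood test. Its level went from 21.0 ± 2.80 to 0.681 ± 0.189 CPM (SD, n = 3 each), a log2 fold change of -4.86 (SE 0.35). Among genes with a mean of at least 10 CPM, SLC17A3 had the largest fall, from 21.1 ± 6.72 to 0.587 ± 0.509 CPM, a log2 fold change of -5.05 (SE 0.57). S1PR1 (chromosome 1, 101236865 to 101243713) went from 16.9 ± 1.30 to 1.31 ± 0.155 CPM, with a log2 fold change of -3.66 and an edgeR adjusted p of 0.000128. CITED2 (chromosome 6, 139371807 to 139374648) was more abundant and went from 689.3 ± 68.3 to 127.8 ± 36.2 CPM, with a log2 fold change of -2.43 and an edgeR adjusted p of 0.000301. TPD52L1, CRISPLD2 and HES1 had log2 fold changes of -2.41, -2.76 and -2.55. SOCS2-AS1 and LINC02901, both non-coding, had log2 fold changes of -2.74 and -2.58, and LINC02901 was not past the threshold without treated replicate 2 (edgeR adjusted p 0.051).

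Of the 10 largest falls, 4 in which untreated replicate 3 lay far from the other untreated libraries were looked at further. They were chosen after their values were seen, and no cut was set. Replicate 3 also lay apart in CRISPLD2 (433, 480 and 906 untreated counts), SLC17A3 (62, 71 and 127) and LINC02901 (189, 262 and 103). ADGRG1 had 435, 512 and 1448 counts in untreated cells, and its log2 fold change of -3.20 became -2.56 without replicate 3. CDKN1C had 80, 69 and 375 counts, and its value of -3.19 became -2.10. CD24 had 939, 988 and 3622 counts, and its value of -2.79 became -1.98. KRTAP2-3 went the other way, with 375, 399 and 57 counts, and its value of -3.42 became -3.93. CDKN1C and KRTAP2-3 were no longer past the threshold in limma voom, with adjusted p of 0.057 and 0.127. Without any 1 of the treated replicates, the edgeR adjusted p ran from 0.0553 to 0.0855 for CDKN1C and from 0.0617 to 0.11 for KRTAP2-3, and KRTAP2-3 had 0.0922 without untreated replicate 2.

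The 5 genes with the highest mean CPM were ACTB, MT-CO2, GAPDH, MT2A and MT-RNR2. MT2A, which encodes a metallothionein (ENSG00000125148; chromosome 16, 56608584 to 56609497), rose from 4838 ± 1573 to 17270 ± 2937 CPM (SD, n = 3 each), a log2 fold change of 1.84 (SE 0.25) with an edgeR adjusted p of 0.00224. The other 4 did not differ beyond the spread between replicates. ACTB had a log2 fold change of -0.09 and GAPDH one of -0.07, and each changed sign in some fits without 1 library. MT-CO2 and MT-RNR2 had log2 fold changes of 0.12 and 0.22, with edgeR adjusted p of 0.78 and 0.555.

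Antigen presentation was examined because IFNγ acts on it. All 16 class I genes were tested and all had a positive log2 fold change (median 2.15). Of these, 11 passed the threshold over all genes tested and 15 when adjusted over the list alone. As a set, the list had an adjusted p of 5.66e-19 in limma camera. HLA-B rose from 300.0 ± 15.8 to 2736 ± 251.6 CPM (SD, n = 3 each), a log2 fold change of 3.19 (SE 0.16) with an edgeR adjusted p of 6.44e-06. HLA-C and HLA-E had log2 fold changes of 2.13 and 2.99. HLA class I genes are close paralogs, so reads could be split among them or left uncounted. B2M had 493.7 ± 230.9 CPM in untreated and 2967 ± 944.6 CPM in treated cells (log2 fold change 2.59, SE 0.37, edgeR adjusted p 0.00253), and NLRC5 had a log2 fold change of 3.09.

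Of the class II genes, 13 of 15 had 3 counts or fewer in every untreated library, and the other 2 were CD74 and HLA-DMA. On this list 7 genes were tested and 6 of these passed the threshold, over all genes and adjusted over the list alone. The tested gene that did not was HLA-DMA, with 8, 5 and 11 counts in untreated and 10, 9 and 15 in treated libraries (log2 fold change 0.61, SE 0.46, edgeR adjusted p 0.565, and from 0.402 to 0.923 over 15 alternatives). When every gene with at least 1 count was tested, 13 members were tested and 11 were called higher. Calls made only without the filter are weakly supported, because p-values of several genes were far smaller there at like fold changes. The median log2 fold change was 6.28 as fitted and 3.92 with the 5 genes at the limit set to their bounds (camera adjusted p 2.76e-13). CD74 (chromosome 5, 150401637 to 150412969) rose from 153.3 ± 37.1 to 1217 ± 39.6 CPM (SD, n = 3 each), with a log2 fold change of 2.99 (SE 0.21) and an edgeR adjusted p of 3.79e-05. HLA-DRA had 0 counts in untreated libraries and 27.4 ± 7.4 CPM in treated ones, at least 35-fold higher. CIITA, the class II transactivator, reached 11.9 ± 1.81 CPM and was at least 15.2-fold higher, and CTSS at least 304-fold higher. IFI30 and HLA-DMB had 0 counts in all 6 libraries. Exons of other genes on the same strand cover 64.6% of the 3′ bases of IFI30 and 0 of those of HLA-DMB. Over all exonic bases of HLA-DMB the share was 9.5%.

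In the immunoproteasome list, 4 of 5 members were tested and all 4 were called higher, over all genes and adjusted over the list alone (median log2 fold change 2.65, camera adjusted p 8.47e-08). PSMB9 rose from 87.9 ± 7.43 to 1344 ± 137 CPM and PSMB8 from 145.4 ± 10.1 to 1004 ± 127.7 CPM (SD, n = 3 each), log2 fold changes of 3.93 and 2.79. PSME1 and PSME2 encode the partner subunits of the proteasome activator and had log2 fold changes of 1.58 and 2.52. Their levels were far apart, with 873.5 ± 69.4 CPM for PSME1 and 9.20 ± 2.50 CPM for PSME2 in treated cells. The microRNA gene MIR7703 lies in an exon of PSME2 on the same strand. PSME2 was not past the threshold without treated replicate 1 (edgeR adjusted p 0.051) or without untreated replicate 2 (0.0703). The fifth member, PSMB10, had 1, 1 and 0 counts in untreated and 6, 11 and 14 in treated libraries, at least 3.48-fold higher. It did not pass the filter. It was called higher when every gene with at least 1 count was tested (edgeR adjusted p 0.000296). For PSMB9 that fit gave an edgeR adjusted p of 2.98e-52 at a log2 fold change of 3.96, against 5.25e-06 at 3.93 with the filter. A call made only in that fit, such as that of PSMB10, is therefore weakly supported. Exons of another gene cover 93.8% of the 3′ bases of PSMB10.

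The constitutive proteasome list had 12 of 14 members tested, with a median log2 fold change of 0.38. PSMA4 and PSMA5 were called higher, over all genes and adjusted over the list alone, with log2 fold changes of 1.37 (SE 0.30) and 0.84 (SE 0.21) and edgeR adjusted p of 0.022 and 0.0387. PSMA4 was not past the threshold in 4 of the other fits, among them library totals alone (edgeR adjusted p 0.0617) and the fit without untreated replicate 2 (0.0966). PSMA5 was not past it in 5, among them the GC and length offsets (edgeR adjusted p 0.255) and the fit without treated replicate 2 (0.13). Calls on the list moved in both directions, with 0 genes higher in 3 of the fits without 1 library, 4 when every gene with at least 1 count was tested and 5 with 1 surrogate variable. As a set the list had a camera adjusted p of 0.0264, which did not hold with an estimated correlation (0.41), under fry (0.089), without untreated replicate 3 (0.246) or without treated replicate 1 (0.0618). Its median was 0.13 without untreated replicate 3. PSMA2 had 0 counts, PSMA6 had 2 and PSMA1 had 73 over the 6 libraries, whereas the other 11 members had mean levels from 59.7 to 734.7 CPM. Same-strand exons of other genes cover 93.4%, 45.2% and 29.6% of the 3′ bases of PSMA2, PSMA6 and PSMA1, and 0 of those of the other 11.

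**Figure D3:**
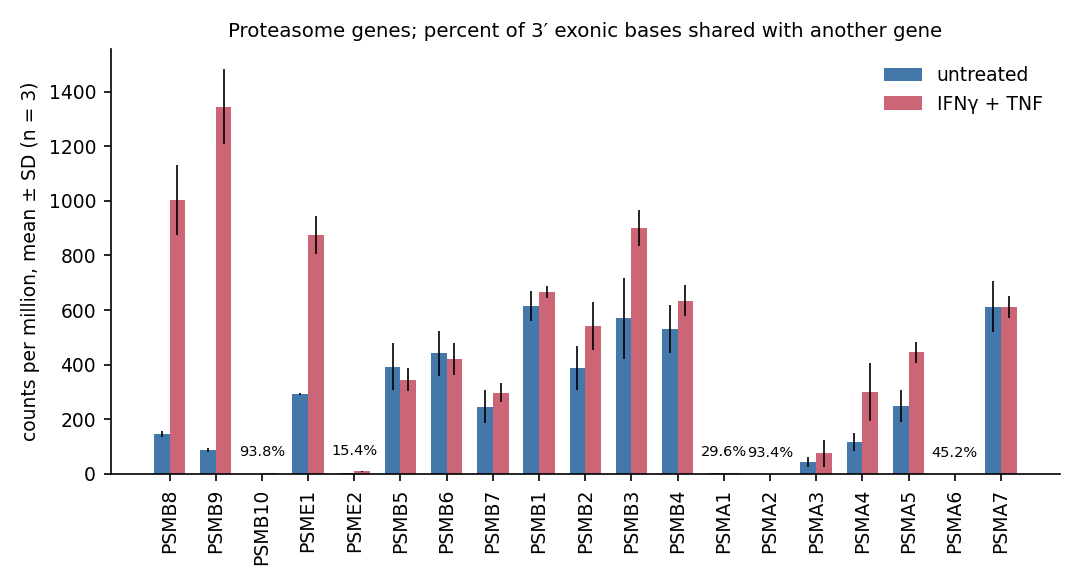
Mean level in CPM (y axis, linear from 0) of the 5 immunoproteasome and 14 constitutive proteasome genes (x axis), with bars for the untreated and treated groups and error bars of 1 SD (n = 3 each). Printed percentages give the share of the 500 exonic bases nearest the 3′ end that lie in a same-strand exon of another gene, where above 0. PSMB9 stands at 1344 CPM in treated cells, and the genes with a printed percentage lie near 0.

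For the interferon response list, 36 of 40 members were tested and all 36 had a positive log2 fold change. Of these, 35 passed the threshold over all genes, and 36 when adjusted over the list alone. The member that differed was IFI16 (log2 fold change 2.42, SE 0.74, edgeR adjusted p 0.0879). IFI16 passed the threshold over all genes in 5 of 17 alternatives. Among them were the GC and length offsets (edgeR adjusted p 0.013) and the fit without untreated replicate 3 (0.000333). Its adjusted p ranged from 8.47e-15 to 0.273 over the 17, the lowest when every gene with at least 1 count was tested. The median log2 fold change was 4.96 as fitted and 4.74 with the 9 genes at the count limit set to their bounds (camera adjusted p 4.34e-52). GBP1 rose from 5.05 ± 1.27 to 1720 ± 510.5 CPM (SD, n = 3 each), and ISG15 from 67.5 ± 7.50 to 1762 ± 839.6 CPM. IRF9 had 0 counts in all 6 libraries, with 77.4% of its 3′ bases in exons of another gene.

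In the TNF and NF-kappaB list, 25 of 27 genes were tested, with 18 called higher over all genes and 22 adjusted over the list alone (median log2 fold change 2.08, camera adjusted p 1.55e-23). ICAM1 rose from 27.7 ± 9.04 to 1200 ± 164.8 CPM (SD, n = 3 each), a log2 fold change of 5.43 (SE 0.28, edgeR adjusted p 6.44e-06). SOD2 rose from 88.1 ± 24.5 to 1975 ± 873.2 CPM, with a log2 fold change of 4.48. IL32 and TNFAIP3 had log2 fold changes of 3.12 and 4.04.

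On the list named immune checkpoint ligands, 11 of 14 genes were tested and 6 were called higher (median log2 fold change 1.61, camera adjusted p 4.9e-06). Not every member of this list is an inhibitory ligand, with NT5E and TNFSF9 among the exceptions. CD274, which encodes PD-L1 (ENSG00000120217; chromosome 9, 5450503 to 5470566), rose from 15.2 ± 4.62 to 70.6 ± 13.1 CPM (SD, n = 3 each), a log2 fold change of 2.22 (SE 0.28) with an edgeR adjusted p of 0.00118. Its neighbour PDCD1LG2 (PD-L2) rose from 3.87 ± 0.235 to 38.2 ± 10.1 CPM, a log2 fold change of 3.29 (SE 0.29). CD47 and NT5E had log2 fold changes of 2.78 and 1.61. TNFRSF14 was at least 20-fold higher and LGALS9 at least 11.3-fold higher, both from 0 counts in untreated libraries. Adjusted over the list alone, the same 6 genes were higher and TNFSF9 was lower (log2 fold change -0.61). Over all genes, TNFSF9 passed the threshold in 5 of 17 alternatives, among them library totals alone (edgeR adjusted p 0.0469), GC and length offsets (0.045), 1 surrogate variable (0.02) and the fit without untreated replicate 3 (0.0254). The adjusted p of TNFSF9 ranged up to 0.462 over the 17. The set test did not hold with an estimated correlation (0.0514) but held under fry (0.000268).

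RCC4 lacks functional VHL, so HIF targets and cell cycle genes were examined as a background. Among 22 HIF targets tested, VEGFA, LOX and ANGPTL4 were called higher, with log2 fold changes of 1.57, 1.37 and 3.40 and edgeR adjusted p of 0.00302, 0.0146 and 0.00149. LOX was not past the threshold without untreated replicate 2 (edgeR adjusted p 0.0777) or without treated replicate 2 (0.05 after rounding), and was past it in the other 15 alternatives. When adjusted over the list alone, SLC2A3 and ADM were also higher, making 5. Over all genes, SLC2A3 passed the threshold in 10 of 17 alternatives, DESeq2 among them (adjusted p 0.00484), with adjusted p from 2.05e-05 to 0.231. ADM passed it in 5, with adjusted p from 4.19e-16 to 0.235. For both genes the lowest value came from testing every gene with at least 1 count. Over the alternatives, 2 to 6 genes of the list were called higher and 0 to 2 lower. The list median was 0.19, with 14 genes above and 8 below 0. Its camera adjusted p of 0.0264 held under fry (0.0462) and did not hold with an estimated correlation (0.305), without untreated replicate 2 (0.0777) or without treated replicate 3 (0.0641). ALDOA had 1 count over the 6 libraries, with 74% of its 3′ bases in exons of another gene. In the cell cycle list, 27 of 30 genes were tested and 0 passed the threshold, over all genes or adjusted over the list alone. With GC and length offsets, and with 1 surrogate variable, 1 gene of the list was called higher. The median was 0.12 and the camera adjusted p 0.242. Without untreated replicate 3 the median was -0.07, and without untreated replicate 1 it was 0.31, with an adjusted p of 0.0218. For the other 5 lists, the set test held under fry and with an estimated correlation, where the adjusted p ran from 0.0206 to 0.0421 with the latter.

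**Figure D4:**
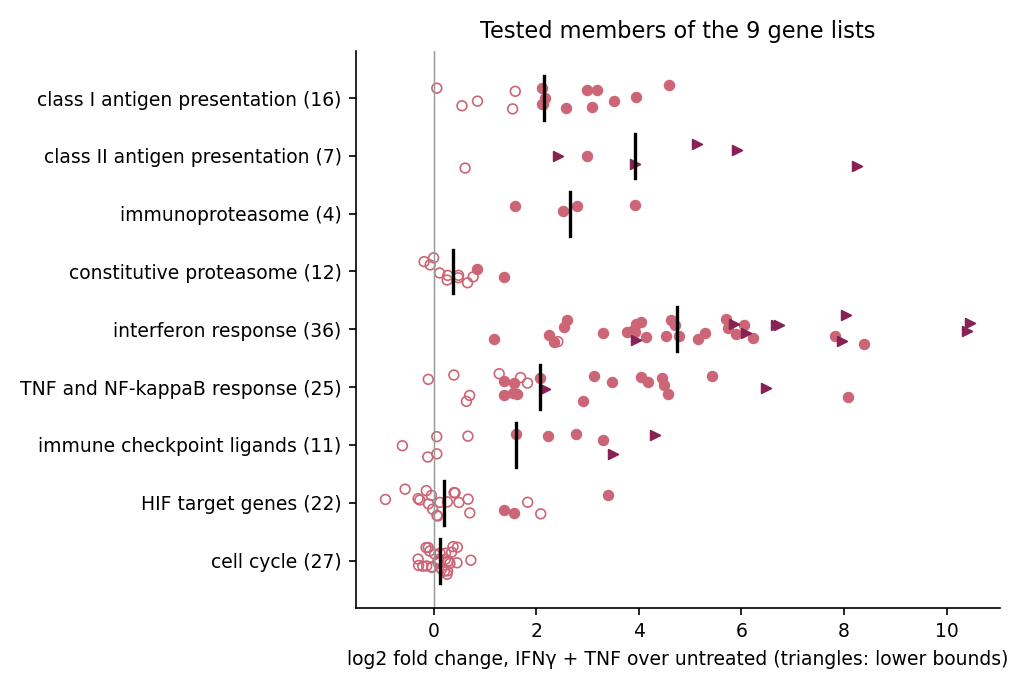
Log2 fold changes (x axis, treated over untreated) of the tested members of the 9 gene lists (y axis, number tested in brackets). Circles are single genes, filled where the edgeR adjusted p is under 0.05, triangles are lower bounds for genes with 3 counts or fewer in every untreated library, and black bars are list medians with those bounds. The interferon response list has a median of 4.74 and the cell cycle list one of 0.12.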

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

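Among the tests below, those restricted to protein-coding genes, those restricted to genes without same-strand exon overlap, those with GC and length offsets and those with a surrogate variable were chosen after the data were examined. So was the gene length without mitochondrial genes. The 819 genes past the threshold became 824 with DESeq2 size factors, 849 with library totals, 796 with a mean of at least 10 counts, 968 with DESeq2's test, 795 with limma voom, 739 for protein-coding genes, 748 for genes without overlap and 1192 with GC and length offsets. Of the 819 genes, 795 were shared with the DESeq2 test and 779 with voom. Testing every gene with at least 1 count gave 1328 genes, of which 1113 changed at least 2-fold, from 19158 genes tested. For several genes that fit gave far smaller p-values at like fold changes. IFI16 had an edgeR adjusted p of 8.47e-15 at a log2 fold change of 2.46, against 0.0879 at 2.42 in the fit reported. Calls made only without the filter are therefore weakly supported. The fit with 1 surrogate variable gave 1845 genes, and all 819 were among them. The count of genes changed at least 2-fold was 712 in the fit reported, 990 with the replicate block and 1038 with the surrogate variable.

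Replicate numbers 1 to 3 occur in both groups. Deviations of same-numbered libraries from their group means correlated at 0.651, -0.004 and 0.374 across 10067 genes, so the number did not pair the libraries throughout. With the replicate block, 1513 genes passed the threshold, 907 higher and 606 lower, and these held all 819. No list changed its call under the block, and of the 68 genes named and tested 4 were newly past the threshold, IFI16 (adjusted p 7.59e-07), ADM (1.69e-06), SLC2A3 (4.87e-05) and TNFSF9 (0.042). The HIF list then held 6 genes called higher and 1 lower, against 3 and 0 in the fit reported. The constitutive proteasome list held 4 called higher against 2, and the cell cycle list 1 against 0. Calls rose on 4 more lists, to 15 of 16 genes for class I, 36 for the interferon response, 23 for TNF and NF-kappaB, and 7 higher and 1 lower for the checkpoint ligands. The class II list and the immunoproteasome list kept their 6 and 4.

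Leaving out 1 library at a time gave from 455 to 1178 genes past the threshold and from 449 to 895 changed at least 2-fold. The lowest values came without treated replicate 3 (455 and 449) and without untreated replicate 2 (465 and 462), and the highest without untreated replicate 3. Fewer libraries cannot account for the rise without untreated replicate 3. The common dispersion fell from 0.0686 to 0.0395 in that fit.

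For the constitutive proteasome list, whose adjusted p was 0.0264, the value was 0.41 with an estimated correlation, 0.089 under fry and from 0.00784 to 0.246 across the 6 fits that each left out 1 library. For the HIF targets (0.0264) it was 0.305 with an estimated correlation and from 0.0156 to 0.0777 without 1 library. For the checkpoint ligands it was 0.0514 with an estimated correlation. The cell cycle list ranged from 0.0218 to 0.558 without 1 library, and its direction reversed without untreated replicate 3 (adjusted p 0.246). Estimating the correlation between genes widens the null distribution only where the estimate exceeds the preset 0.01, and the estimates are not reported here. The cause of these changes was not tested. The other 5 lists kept their direction and stayed past the threshold in every fit run.

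The difference in genes detected, -194.7, was -206 at 10 counts and -209 after rarefaction, and from -380.5 to 0.333 without 1 library, reversed without untreated replicate 3. The difference in count-weighted gene length, -59.5 bases, was -61.2 without mitochondrial genes and -94.2 for protein-coding genes, and from -111.1 to 16.5 without 1 library, again reversed without untreated replicate 3. The share of the 10 most abundant genes differed by 1.357 percentage points, and by 0.9817 to 1.752 without 1 library. The share of protein-coding genes differed by 1.08, and by 0.9328 to 1.21. Both shares were chosen after the data were examined. GAPDH and ACTB reversed in fits without 1 library, GAPDH ranging from -0.26 to 0.04 (0.01 and 0.03 among them) and ACTB from -0.27 to 0.04 (0.01 without treated replicate 3). Their cause was not tested.

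Of 68 genes named and tested, 13 changed their call or direction in some fit. Over 1141 gene values under alternatives, 23 were no longer past the threshold, 25 were newly past it and 6 reversed. Of the 23, 19 came from fits without 1 library, where fewer libraries were tested, and 4 from fits on all 6. The filter limited the class II list, where 8 of 15 members were not tested. When every gene with at least 1 count was tested, 13 members were tested and 11 were called higher, against 7 and 6. Over all alternatives, the genes called higher ran from 11 to 15 on the class I list, 5 to 11 for class II, 2 to 5 for the immunoproteasome and 0 to 5 for the constitutive proteasome. They ran from 31 to 37 for the interferon response, 16 to 23 for TNF and NF-kappaB, 5 to 7 for the checkpoint ligands, 2 to 6 for HIF targets and 0 to 1 for the cell cycle.

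Tests of transcripts, transcript usage, shares by transcript type, protein-coding transcripts and TPM were not run, because the files hold counts per gene.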

Other observations

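The tests of the proteasome subunits, of GC content and gene length, of library size and of any exon overlap among ribosomal protein genes were chosen after the result was seen. The other tests were written before their result was seen.

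Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many as 819 genes past an adjusted p of 0.05, and 1 gave as many as 712 changed at least 2-fold. The other 9 gave 0 genes each. At an unadjusted p under 0.05 the real split had 1995 genes, and the split that set untreated replicates 1 and 2 with treated replicate 1 against the rest had 2418. With 10 splits, no share under 0.1 can be had, so this count could not have decided whether the division was a chance one. Other values argue against chance. All 36 tested members of the interferon list, fixed before the data were examined, were higher with non-overlapping groups, and WARS1 changed by 5.69 on the log2 scale with an SE of 0.17 (edgeR adjusted p 1.02e-06).

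That second split follows the second component, which held 27.1% of the variance and set untreated replicate 3 and treated replicate 2 against replicate 1 of both groups. Within the groups, deviations in log2 CPM followed GC content, with Spearman correlations across genes from -0.621 for treated replicate 2 to 0.641 for treated replicate 1. Genes are not independent replicates. Offsets for GC content and exonic length removed 30.6% of the within-group variance, against at most 2.31% in 20 shuffles of the gene properties. The correlation between the deviations of untreated replicate 1 and treated replicate 1 went from 0.65 to 0.47. These trends may therefore account for part of the axis. The remaining 0.47 shows that these offsets did not remove all of the deviation shared by those 2 libraries. The second component was not computed again after the offsets, so whether such trends are its whole cause stays open. With every library thinned to 3626000 counts the component still held 26.7% of the variance. Thinning could not decide on library size, because log2 CPM was already scaled for it and the scores barely moved (correlation 0.9999). The scores themselves argue against library size. Treated replicates 2 and 3 had the largest and smallest totals and scored -17.9 and -9.22, within a range from -49.5 to 35.3. Each library had its own flow cell and the labels name no batch, so preparation, flow cell and culture differences stay open and were not tested.

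Several genes of core cell functions or of the interferon pathway had almost no counts. Chosen after their values were seen, ALDOA had 1 count over 6 libraries, PSMA2 and IRF9 had 0, and NUSAP1 had 1. In each, exons of another gene on the same strand (ENSG00000285043 for ALDOA, ENSG00000256646 for PSMA2, ENSG00000259529 for IRF9 and ENSG00000285920 for NUSAP1) cover from 74% to 93.4% of the 500 exonic bases nearest the 3′ end. A candidate explanation is that reads touching both genes were left uncounted. Of the 14 subunits of the 20S core, the 3 with such overlap were the 3 lowest (1-sided exact permutation p 0.00275 over 364 subsets). PSMA2, which prompted the explanation, is among these 3, so this p describes the pattern and cannot test its cause. Absence of expression is argued against by the other 11 subunits of this obligate complex, whose lowest mean was 59.7 CPM. Among 77 ribosomal protein genes, a set not used to find the pattern, the 6 with 3′ overlap had lower counts than the other 71 (1-sided permutation p 0.0342, 100000 resamples). Medians of 997.2 and 1688 CPM show that 3′ overlap did not remove every such gene. Of the 6 ribosomal protein genes under 10 CPM, 2 had 3′ overlap and 4 had none, so 3′ overlap does not account for those 4. With overlap counted anywhere in the exons, all 6 were among the 34 with any same-strand overlap, and 0 were among the other 43 (2-sided Fisher's exact p 0.00567). This p describes a pattern already seen and depends on the 10 CPM cut. Just above the cut, RPL7, RPS28 and RPS27 had 12.78, 25.97 and 27.29 CPM with no overlap. RPS2 had 4761 CPM with 25.9% of its exonic bases overlapped.

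Over 19878 protein-coding genes, 88.8% of the 1120 with at least 50% of their 3′ bases overlapped had a mean under 1 CPM, against 43.9% of the 18356 with no 3′ overlap. Such genes may be underrated in these counts whatever their true level, and the exact permutation p of 0.00275 for the proteasome subunits bears on 3 genes. Of the 187 genes on the 9 lists, 14 averaged at most 3 counts per library, and 7 of these had 3′ overlap. On the same lists 14 genes had 3′ overlap, so the other 7 with overlap lay above that level. TRIM22 had 1037 counts with 100% of its 3′ bases overlapped and PVR 552 with 99.2%, while HLA-DMB had 0 counts with no 3′ overlap. These 3 genes were chosen after their values were seen and go against 3′ overlap as a rule for single genes. HLA-DMB shares 9.5% of its exonic bases with ENSG00000248993, so it does not go against overlap counted anywhere in the exons. IRF9 and IFI30 had 0 counts in every library, so these files show no value for either group. Overlap did not hide every change, since PSMB10, with 93.8% of its 3′ bases overlapped, had 1, 1 and 0 counts in untreated and 6, 11 and 14 in treated libraries. Counting reads again with overlaps allowed would test this and was not done here, since it needs the alignments.

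Genes called higher lay next to each other more often than random placement gives. Among 10052 expressed nuclear genes in chromosome order, 82 neighbouring pairs were both called higher, 2.63 times the mean of 10000 random placements (31.2, with a largest value of 51; p 0.0001, the smallest that they can give). Leaving out genes with same-strand exon overlap gave 63 pairs, 2.28 times the mean, so the pattern did not rest on such genes alone. It could not test reads shared by overlapping neighbours, because by default a read touching exons of more than 1 gene is left uncounted. Leaving out pairs with alike symbols gave 50 pairs, 1.68 times the mean, against a largest random value of 49, which argues against reads shared between paralogs as the whole cause. Pairs with alike symbols made up 32 of the 82 pairs. The longest run held 8 expressed genes on chromosome 6 between 32190766 and 32859851, namely GPSM3, HLA-DRA, HLA-DRB1, HLA-DQB1, TAP2, PSMB8, PSMB9 and TAP1. Others held 6 genes of the GBP cluster on chromosome 1, 4 IFIT genes on chromosome 10 and 4 APOL genes on chromosome 22. A run of 3 on chromosome 9, from 5357971 to 5571282, placed PLGRKT beside CD274 and PDCD1LG2. PLGRKT and GPSM3 are outside the naming rule and were chosen after their values were seen. Shared regulation of neighbours by the cytokines stays open as a hypothesis and was not tested. Genes called lower were also placed together, with 16 pairs against a mean of 6.54 (p 0.001), a pattern to which no paralog test was applied.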
